A study of Mus musculus with 8 samples.

How the data were processed

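Meningeal CD4+ T cells (sorted as CD45+ CD3+ CD4+, per the labels' protocols) were measured in 2 replicates, each with single-cell RNA, T-cell receptor (TCR) and hashtag-antibody libraries. Replicate 1 came from Foxp3-GFP mice and replicate 2 from B6.WT mice, per the labels. Hippocampal CD45- Thy1- cells were measured in 1 library from Foxp3-DTR- mice and 1 from Foxp3-DTR+ mice, all given diphtheria toxin, with 2 mice pooled in each library. Diphtheria toxin kills cells that carry its receptor, here Foxp3-expressing regulatory T cells (Treg cells) of DTR+ animals.

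The deposited gene tables hold raw UMI counts per gene and barcode, made with Cell Ranger 4.0.0 (meninges replicate 1), 6.0.0 (meninges replicate 2) and 6.1.0 (both hippocampal libraries), per the file headers. The genome build and the annotation release are not stated in the labels or headers used here, and no coordinates are given. All 4 tables list the same 55487 gene IDs, of which 55227 match GENCODE mouse release 21 once the version suffix is removed. Where 2 or more IDs share a symbol, their counts were summed. The deposited hashtag tables hold counts per hashtag and barcode, with no statement of the tool or of whether they are UMIs or reads. The deposited TCR tables list assembled contigs with UMI counts. The table of replicate 1 includes non-productive contigs, which were removed, and the table of replicate 2 holds productive ones alone. The labels' extraction protocol names a 3' kit for every sample, while the series design names a 5' kit with TCR enrichment for the T cells.

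The labels tie each meningeal sample to 1 hashtag of a library that holds several. For replicate 1 the label gives hashtag 7 with the sequence CCGATTGTAACAGAC, which the table does not list. Hashtag 7 in the table has the sequence GAGTCTGCCAGTATC, and the name decided. The alternative by sequence gave no cells, so every replicate 1 result rests on the name. For replicate 2, hashtag 10, name and sequence matched. A barcode belonged to the sample when its hashtag had at least 10 counts and at least 2 times the counts of the next hashtag. Other hashtags took 8339 barcodes in replicate 1 and 20756 in replicate 2. Their cells belong to no sample here and entered no result. A further 7.68% and 23.5% of barcodes carried no hashtag at that margin although the top one had at least 10 counts.

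Meningeal cells needed at least 500 detected genes and under 10% mitochondrial UMIs, and hippocampal cells at least 500 genes and under 15%. Doublets were called with Scrublet in Scanpy 1.11.5. It marked 8 of 1964 meningeal cells in replicate 1 (0.407%) and 1 of 4430 in replicate 2 (0.0226%), so in the meninges the caller has not worked, and doublets there were examined by hashtag margin and TCR chains. In the hippocampus it marked 241 of 7105 and 157 of 5849 cells, which were removed. The libraries of a tissue were clustered together on 2000 variable genes, 30 principal components and 15 neighbours, with Leiden clustering at resolution 1. TCR, mitochondrial, ribosomal and sex-linked genes were left out, and genes were scaled within each library in the meninges. No cell annotation of the authors was used here, and clusters were named from marker lists. A name needed at least 3 markers detected in at least 10% of the cluster's cells and raised at least 1.5-fold, and a name was dropped when none of its markers led the cluster, when another class had more markers among the 10 leading genes, or when depth was low. Cluster 11 kept the name Th1-like under this rule although its leading genes were natural killer receptors. Differences from the study's own cell types can come from these rebuilt names.

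Markers, gene lists, tests, filters and the rule for naming genes were fixed before the data were examined, as were the alternatives except those said to be chosen after seeing the data. The thresholds for naming clusters were set after seeing the data. Cells are not replicates. For the Foxp3 comparison, raw counts were summed within each replicate over CD4 T cells with at least 1 Foxp3 UMI and over those with none, and the 4 sums were tested with edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr, Benjamini-Hochberg; R 4.3.3). Foxp3 itself was left out. The genes to be named were the 10 highest and 5 lowest by fold change among those past an adjusted p of 0.05 with the same direction in both replicates and a mean log2 CPM of at least 5. When none passed, as happened, they were the 5 with the smallest p. A fixed panel of 16 genes was added. Single values of some panel and list genes are not reported here. The pair of sums of a replicate come from the same library and the same animals, so the replicate number pairs them. The deviations of replicate 1 from the group means correlated across 10795 genes with r = 0.73 (Spearman's rho 0.57), where genes are not independent replicates. The fit with the replicate as a block, DESeq2 1.42.0, no filter on low counts, thinned cells and groups by cluster were alternatives.

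The test was tested on simulated data with the real sums' means and 200 changed genes. With the replicate means as in the data, the fit without the block recovered 0% of them with 0 false calls among 10803 genes, and the fit with the block 74.5% with 1 false call. With equal replicate means, the fits recovered 87.5% (8 false calls) and 82% (2 false calls) among 10662 genes.

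A clonotype was a pair of nucleotide CDR3s of TRA and TRB in cells with exactly 1 TRB and 1 or 2 TRA. Barcodes joined TCR and gene tables within a replicate. Class labels were shuffled 1000 times over cells for a reference value, and equal numbers of cells were drawn 1000 times. With 2 replicates no exact permutation test can reach a p of 0.05, so none was run on shares.

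With 1 hippocampal library per group there was no test and no p-value. Class shares have exact 95% binomial intervals, and ratios of summed counts have exact intervals on the counts (pseudocount 0.5 for point values). All intervals cover counting error only. In each named class with at least 200 cells in both libraries, genes with at least 100 CPM in the higher library and an absolute log2 ratio of at least 1 were ranked, and the 3 highest and 3 lowest were named. Sex-linked genes were left out of the ranking. A list was given as the median log2 CPM ratio of its genes with at least 20 counts, with its percentile among 10000 random lists matched on mean expression. On simulated astrocyte-like counts over 11453 genes, a list shifted by 1 came out at 0.93 (percentile 100) and an unshifted one at 0.09 (percentile 72.6). Cells thinned for comparisons across depth were drawn to 1000 UMIs in the meninges, which left out 95 and 437 cells, and to 2000 UMIs in the hippocampus, which left out 792 and 908 cells.

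Sequence shared between genes was taken from the GENCODE release 21 transcripts as the percentage of 50-base stretches within the last 500 bases that also occur in another gene.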

Results

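Gene expression, T-cell receptors and hashtags were measured in single meningeal CD4+ T cells of 2 replicates, and gene expression in single hippocampal cells of 1 library from DTR-negative and 1 from DTR-positive mice. The meningeal part asked how regulatory T cells of the meninges differ from other CD4+ T cells there in expression and clonality. Replicate 1 held 13402 barcodes with 60.9 M UMIs and replicate 2 held 33575 with 68.8 M UMIs. After assignment to the samples' hashtags and filtering, 1956 cells remained in replicate 1 (median 3113.5 UMIs and 1366.5 genes) and 4429 in replicate 2 (median 1738 UMIs and 930 genes). The hippocampal part asked how non-immune, non-neuronal cells change after depletion of Treg cells. The DTR-negative library held 8220 barcodes with 53.5 M UMIs and gave 6864 cells (median 6003.5 UMIs), and the DTR-positive library held 6548 barcodes with 35.8 M UMIs and gave 5692 cells (median 4509 UMIs). Intervals in brackets are exact 95% intervals for counting error.

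Of the meningeal cells, 1787 in replicate 1 and 4277 in replicate 2 lay in CD4 T clusters. Treg-like clusters held 502 cells in replicate 1, 28.1% (26.0 to 30.2), and 1133 in replicate 2, 26.5% (25.2 to 27.8), a mean of 27.3% ± 1.13 (SD, n = 2). They were cluster 1, which rested on Foxp3, Il2ra and Ikzf2, cluster 5, led by Gzmb, Il10 and Ctla4, and cluster 10, led by Foxp3, Rln3 and Tnfrsf4. At a hashtag at least 20 times the next one, an alternative chosen after seeing the data, the share was 19.4% in these clusters. With the cells clustered again it was 13.1%, where 40.1% and 47.7% of CD4 T cells had no name, and at the planned margin of 5 it was 14.7%, where 24.5% and 34.4% had none. At the original margin, resolution 2 gave 19.1%, so both the margin and the naming of clusters changed it. Naive-like cells made up 20.6% and 19.5% of the CD4 T cells in the 2 replicates, Th1-like cells 34.5% and 36.1%, interferon-stimulated cells 8.51% and 4.68%, Tfh-like cells 4.20% and 3.90%, and cycling cells 1.68% and 2.38%, while 2.41% and 6.90% had no name. One Th1-like cluster, number 11, was led by the natural killer receptor genes Klrk1, Klrc1 and Klrb1c and held 102 of the 617 Th1-like cells in replicate 1 and 643 of the 1545 in replicate 2.

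A Foxp3 UMI was found in 199 of 1787 CD4 T cells of replicate 1, 11.1% (9.71 to 12.7), and in 700 of 4277 of replicate 2, 16.4% (15.3 to 17.5). In Th1-like cells, taken as the background, the share was 1.30% at a median of 2999 UMIs and 5.83% at a median of 1731 UMIs. It was higher in the other named classes outside the Treg-like one: 3.53% and 9.10% in naive-like, 2.67% and 11.4% in Tfh-like, 4.61% and 9.5% in interferon-stimulated and 16.7% and 20.6% in cycling cells. In Treg-like cells it was 32.7% at a median of 3268.5 UMIs and 40.2% at a median of 1774. The clusters of this class were uneven: 12.5% and 30.3% in cluster 1 (144 and 610 cells), 39.5% and 37.0% in cluster 5, and 42.7% and 58.2% in cluster 10. Cluster 1 of replicate 1 was thus close to the 11.1% of all CD4 T cells, at a median of 1118.5 UMIs. After each cell was thinned to 1000 UMIs, 4.37% and 9.51% of CD4 T cells had a Foxp3 UMI.

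Cells at a small hashtag margin differed from the rest. Among CD4 T cells whose hashtag stood at 2 to 5 times the next one, 79.4% were Treg-like in replicate 1 (238 cells) and 43.0% in replicate 2 (947 cells). At a margin of 20 or more, these shares were 18.3% (1453 cells) and 20.6% (2570 cells). Of the cells with a TRB chain, 49.0% at the small margin carried 2 or more TRB chains in replicate 1 and 29.2% in replicate 2, against 4.33% and 6.32% at a margin of 20 or more. Median UMIs were 5284 against 2831 in replicate 1 and 2482 against 1578 in replicate 2. Cluster 5 in replicate 1 had 71.6% of its cells at the small margin, and cluster 1 in replicate 2 had 49.5%.

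**Figure D1:**
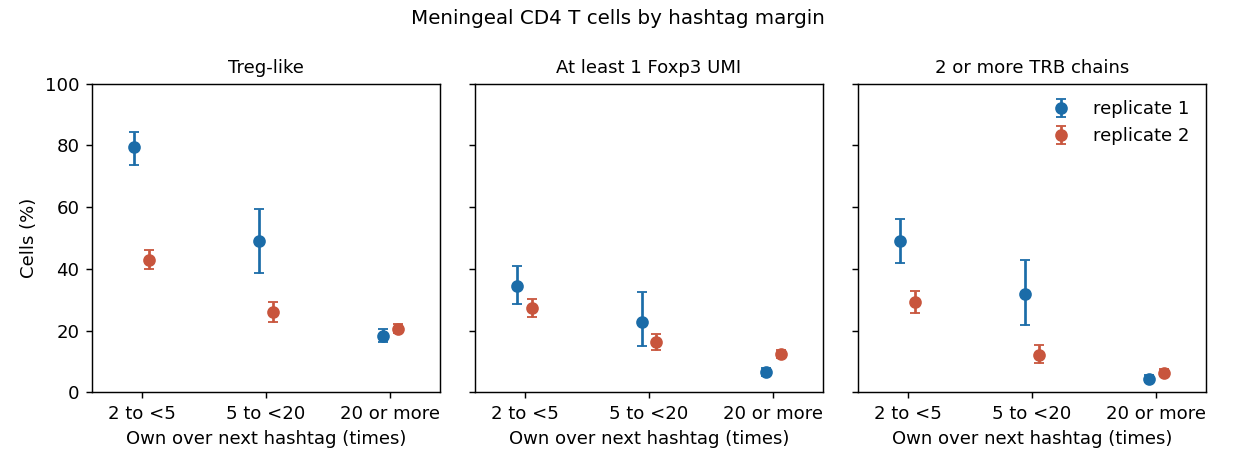
Percentage of meningeal CD4 T cells that were Treg-like, that had a Foxp3 UMI, and, of those with a TRB chain, that had 2 or more TRB chains (y axes), by how many times the sample's hashtag exceeded the next one (x axis). Points are the 2 replicates and bars exact 95% intervals. All 3 shares were highest at the smallest margin, where 49.0% of replicate 1 cells carried 2 or more TRB chains.

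Foxp3-positive and Foxp3-negative CD4 T cells were compared over 2 sums each. edgeR's quasi-likelihood test without a block called 0 of 10795 genes at a Benjamini-Hochberg adjusted p under 0.05, with 374 genes at an unadjusted p under 0.05. The fit with the replicate as a block called 609 genes, 397 higher and 212 lower in Foxp3-positive cells, and DESeq2 called 22, 16 higher and 6 lower. In the fit without a block, the 5 genes with the smallest p, each with the same direction in both replicates, were Cd74 (log2 fold change 1.69, SE 0.16, adjusted p 0.492), Ikzf2 (1.65, SE 0.16, adjusted p 0.492), Rln3 (1.96, SE 0.20, adjusted p 0.492), Xcl1 (-1.86, SE 0.24, adjusted p 0.792) and Ecm1 (1.97, SE 0.25, adjusted p 0.792). All 5 passed the threshold with the block and in DESeq2, and at a hashtag margin of 20 or more they changed in the same directions, from -2.37 for Xcl1 to 2.39 for Rln3. In thinned cells Rln3 was -0.09 in replicate 1 and 1.82 in replicate 2, while the other 4 kept their directions in both. Cd74 stood at 204 against 64.8 CPM in replicate 1 and 223 against 67.1 CPM in replicate 2, and Xcl1 at 65.8 against 276 CPM and 62.8 against 192 CPM.

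Of the panel of 16 genes, the fit with the block called 12 when adjusted over all genes, and 10 of the 14 tested at a hashtag margin of 20 or more, where 13 passed adjusted over the list alone. The fit without a block called 0 over all genes and 5 over the list alone: Tbx21 (-0.96) and Ifng (-1.56) were lower, and Klrg1 (1.78), Ikzf2 (1.65) and Il2ra (1.61) higher on the log2 scale. Il2ra, Ikzf2, Il1rl1, Areg, Klrg1, Ctla4 and Gata3 were higher and Tbx21, Ifng, Cxcr3 and Lef1 lower in both replicates. Il10 was also higher in both, but rested on 163 and 11 counts in the Foxp3-positive sums. After thinning, the changes within replicates 1 and 2 were 0.18 and 1.997 for Areg, 0.42 and 2.38 for Il10, -0.08 and -0.08 for Lef1 and -0.91 and 0.87 for Gata3. Il17a (2.74) rested on replicate 1, with 42 counts in Foxp3-positive cells of that replicate and 0 in the other, and without replicate 1 its change was -0.35. Ccr7 changed in opposite directions, by 1.22 in replicate 1 and -0.16 in replicate 2. Both Il17a and Ccr7 were among the 12 genes called by the fit with the block. The 12 are therefore not all changes seen alike in both replicates.

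Clonality was compared between Treg-like and other CD4 T cells with exactly 1 TRB chain. Usable cells were 46.4% of Treg-like and 74.3% of other CD4 T cells in replicate 1, and 44.2% and 48.9% in replicate 2. In replicate 1, 21 of 233 Treg-like cells lay in clonotypes of 2 or more cells, 9.01% (5.67 to 13.4), against 183 of 955 other CD4 T cells, 19.2% (16.7 to 21.8). In replicate 2, these were 28 of 501, 5.59% (3.75 to 7.98), against 187 of 1537, 12.2% (10.6 to 13.9). The difference of other minus Treg-like cells was 8.36 percentage points ± 2.53 (SD, n = 2). It was smallest, 3.42 points, when the same number of cells was drawn per class, with 6.45% against 10.5% in replicate 1 and 4.30% against 7.12% in replicate 2. By class, the share was 2.33% and 4.48% in naive-like cells and 28.7% and 13.5% in Th1-like cells. Inside the Th1-like class it was 32.3% and 20.96% in cluster 3, but 1 of 63 cells (1.59%) and 6 of 303 cells (1.98%) in cluster 11. Inside the Treg-like class the clusters differed in opposite directions between replicates, on few cells: 7 of 56 and 10 of 258 in cluster 1 (12.5% and 3.88%), 3 of 78 and 12 of 86 in cluster 5 (3.85% and 13.95%) and 11 of 99 and 6 of 157 in cluster 10 (11.1% and 3.82%). The largest clonotype held 13 cells in replicate 1 and 10 in replicate 2.

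**Figure D2:**
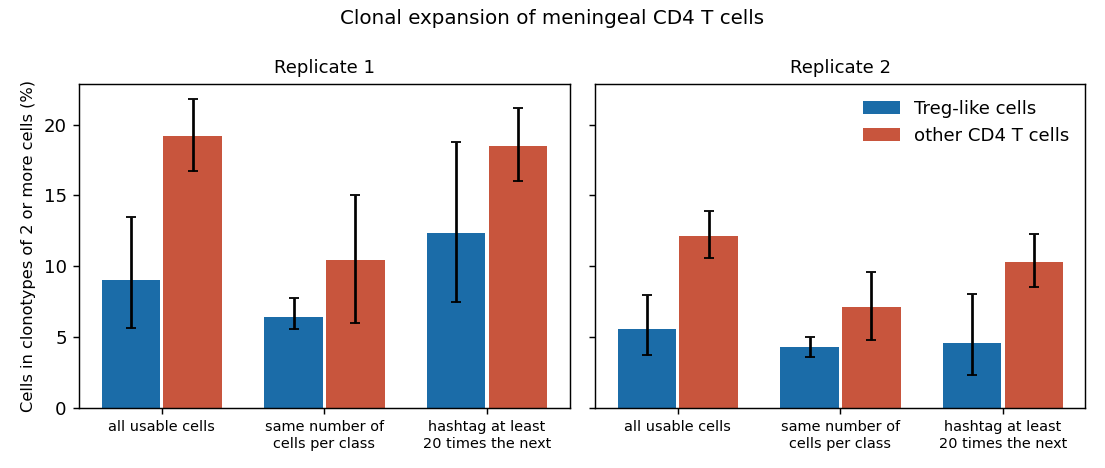
Percentage of Treg-like and of other CD4 T cells in clonotypes of 2 or more cells (y axis), per replicate, for all usable cells, for equal numbers of cells drawn per class and for cells with a hashtag at least 20 times the next one (x axis). Error bars are exact 95% intervals, except for the equal numbers, where they span the central 95% of 1000 draws. Every draw held all Treg-like cells, so their bars there vary only with the other cells drawn and leave out their own counting error. The Treg-like share was the lower one in all 6 pairs, which are overlapping sets of cells from the same 2 libraries. For the equal numbers the bars of the 2 classes overlapped in both replicates.

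A clonotype shared with other CD4 T cells was held by 12 of 233 Treg-like cells in replicate 1, 5.15% (2.69 to 8.82), and by 20 of 501 in replicate 2, 3.99% (2.46 to 6.098). Shuffling class labels over the cells of a library gave means of 15.4% and 9.15%. A cell can share a clonotype only if that clonotype holds 2 or more cells, as for 21 and 28 Treg-like cells. Those are 9.01% and 5.59%, below the shuffled means, so the lower share restates the lower clonality and does not test sharing. Of the 21 and 28 cells, 12 and 20 shared with other CD4 T cells. Of the clonotypes, 11 in replicate 1 and 17 in replicate 2 held both kinds of cell. Between the replicates, 3 amino acid TRA and TRB pairs were shared, out of 1048 and 1898.

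In the hippocampus, the question was which classes changed in number and expression between DTR-negative and DTR-positive animals. The differences have no replicate check. Foxp3 had 0 UMIs in both libraries, which allows up to 0.0749 and 0.110 CPM, so in these CD45- cells the depletion itself was not measurable. In both libraries the Y-linked gene Ddx3y was detected (81.4 and 82.3 CPM) and Xist was near 0 (0.102 and 0.0595 CPM).

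Mature oligodendrocyte-like cells went from 53.8% of DTR-negative cells (3692 cells) to 45.9% of DTR-positive cells (2613 cells), a log2 ratio of -0.23 (-0.30 to -0.16). Astrocyte-like cells went from 13.7% to 19.2%, a log2 ratio of 0.49 (0.37 to 0.62), and OPC-like cells (oligodendrocyte precursors) from 9.95% to 15.7%, a log2 ratio of 0.65 (0.51 to 0.80). Choroid plexus-like cells went from 208 to 49, a log2 ratio of -1.82 (-2.30 to -1.36), and differentiating oligodendrocyte-like cells from 148 to 91, a log2 ratio of -0.43 (-0.82 to -0.05). As a share of cells other than mature oligodendrocyte-like ones, the astrocyte-like ratio was 0.27 and the OPC-like ratio 0.43. No difference was detectable at this depth for neuroblast-like cells (203 and 157, log2 ratio -0.10, -0.41 to 0.21), cycling progenitor-like cells (25 and 18, -0.20, -1.16 to 0.73), neuron-like cells (4 and 9, 1.44, -0.40 to 3.59), endothelial-like, pericyte-like or fibroblast-like cells as a share of all cells. Under alternatives, however, pericyte-like cells with at least 1000 genes went from 129 to 55 (-0.90, -1.38 to -0.43). Endothelial-like cells were lower with at least 1000 genes (-0.45, -0.75 to -0.16) and with doublets kept (-0.24, -0.43 to -0.05). Median UMIs were lower in the DTR-positive library, 1529 against 1984 in pericyte-like and 1598 against 1944 in endothelial-like cells. The cut at 1000 genes can thus remove more DTR-positive cells, and its values do not separate fewer cells from lower depth. With under 5% mitochondrial UMIs the log2 ratios were -0.04 for pericyte-like and -0.03 for endothelial-like cells. As a share of cells other than mature oligodendrocyte-like ones, neuroblast-like cells (-0.33, -0.64 to -0.02) and endothelial-like cells (-0.41, -0.61 to -0.22) were lower. Neural stem cell-like cells were 107 and 72, with a log2 ratio of -0.30 (-0.75 to 0.14) as a share of all cells and of -0.53 (-0.98 to -0.08) as a share of cells other than mature oligodendrocyte-like ones.

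**Figure D3:**
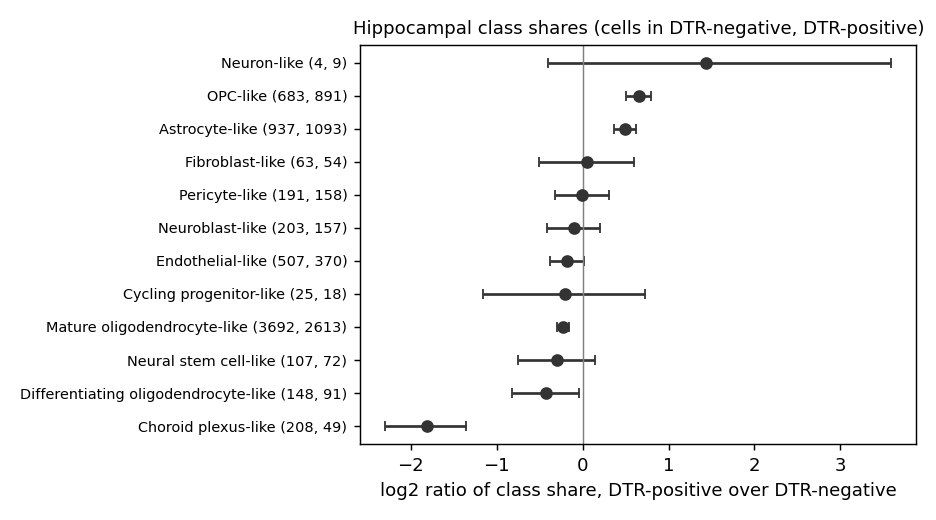
Log2 ratio of each class's share of cells, DTR-positive over DTR-negative library (x axis), for 12 hippocampal classes with their cell counts in each library (y axis). Points are ratios and bars exact 95% intervals for counting error, with 1 library of 2 pooled mice per group. Choroid plexus-like cells lay lowest, at -1.82. The highest point, neuron-like cells at 1.44, rested on 4 and 9 cells with an interval that includes 0, and OPC-like cells followed at 0.65.

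Of the neurogenic lineage genes measured over whole libraries, Sox4 (log2 ratio 0.24, 0.18 to 0.30), Dcx (0.26, 0.11 to 0.40) and Mki67 (0.29, 0.04 to 0.53) were higher in the DTR-positive library, while Hopx (-0.20, -0.27 to -0.14) and Cdk1 (-0.63, -1.27 to -0.02) were lower. These values combine class shares with expression inside classes. Intervals of Sox11, Eomes, Neurod1, Igfbpl1, Tubb3 and Top2a included 0. As a list, the lineage genes had a median log2 ratio of -0.25 in mature oligodendrocyte-like cells (percentile 0.520), 0.14 in OPC-like cells (percentile 84.2) and 0.04 in astrocyte-like cells (percentile 57.9), and too few were counted in endothelial-like cells.

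The interferon-gamma response list was higher in DTR-positive endothelial-like cells, with a median log2 ratio of 0.69 over 23 genes, 21 of them above 0, at percentile 100 of random lists. All UMIs of the list summed to 5370 CPM in DTR-negative and 7835 CPM in DTR-positive endothelial-like cells. The alternative that moved it most, keeping Scrublet doublets, gave 1.01. Its median was 0.39 in mature oligodendrocyte-like cells (percentile 98.8), 0.15 in OPC-like cells (percentile 85.0) and 0.07 in astrocyte-like cells (percentile 46.9). In mature oligodendrocyte-like cells it was -0.09 after thinning, where 7 of the 14 genes were left. The type I interferon list stood at 0.29 in endothelial-like cells (percentile 99.9), 0.66 in mature oligodendrocyte-like cells (percentile 100, but -0.04 with doublets kept), 1.01 over 8 genes in OPC-like cells (percentile 100) and 0.35 over 7 genes in astrocyte-like cells (percentile 96.5). The OPC-like value was 0.40 with doublets kept. The 5 cells richest in the list held 27.8% of its UMIs in the DTR-negative and 41.6% in the DTR-positive OPC-like cells, and without them 4 genes were left, with a median of 0.86.

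The dissociation stress list was lower in the DTR-positive library, with medians of -0.49 in OPC-like, -0.19 in astrocyte-like, -0.18 in endothelial-like and -0.12 in mature oligodendrocyte-like cells, each at or below percentile 0.615. Only the OPC-like value kept its sign under every alternative. The reactive astrocyte list stood at -0.33 in astrocyte-like cells over 6 genes (percentile 0.930), -0.04 in endothelial-like cells where its mean was 0.19 (percentile 32.5), -0.02 in mature oligodendrocyte-like cells (percentile 23.8) and -0.21 over 4 genes in OPC-like cells (percentile 5.75). The OPC-like value changed sign under 3 alternatives: 0.23 with doublets kept, 0.17 without the 5 cells richest in the list, chosen after seeing the data, and 0.0361 with cells weighted equally. The endothelial-like value rose to 0.15 with at least 1000 genes, 0.33 with doublets kept and 0.37 after thinning (percentile 98.3). The mature oligodendrocyte-like value was 0.23 over 3 genes after thinning and 0.0794 without the 5 richest cells. The reactive oligodendrocyte list stood at 0.12 in mature oligodendrocyte-like, 0.07 in astrocyte-like, 0.11 in endothelial-like and 0.17 in OPC-like cells, at percentiles from 59.5 to 92.0. With doublets kept it was -0.61 in endothelial-like (percentile 0.340), -0.12 in astrocyte-like and -0.05 in OPC-like cells. The endothelial-like value went the other way with at least 1000 genes (0.24, percentile 99.5) and after thinning (0.36 over 4 genes, percentile 99.9).

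**Figure D4:**
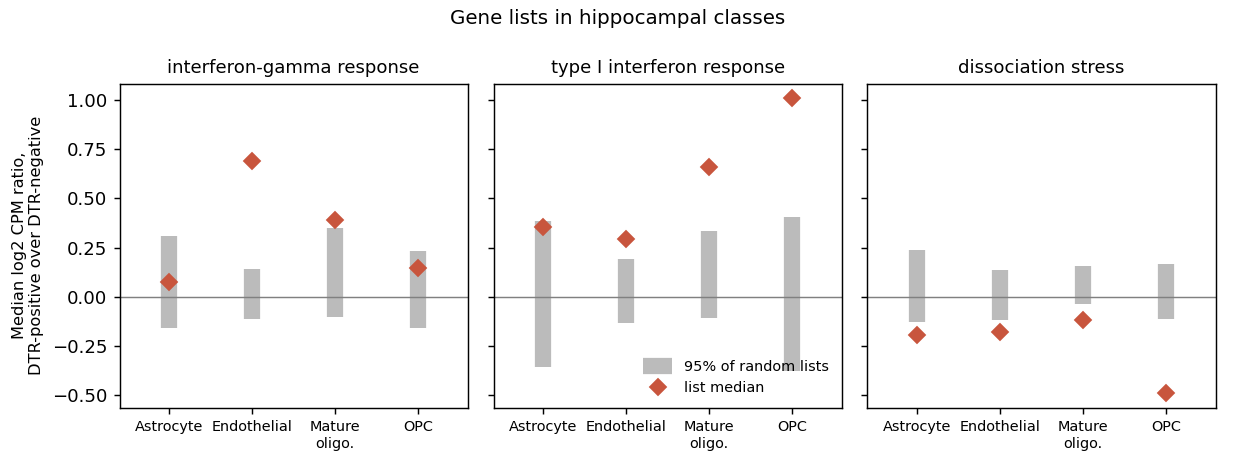
Median log2 CPM ratio, DTR-positive over DTR-negative (y axis), of 3 gene lists in the 4 hippocampal classes with at least 200 cells per library (x axis). Diamonds are list medians and grey bars the central 95% of 10000 random lists matched on mean expression. The interferon-gamma list in endothelial-like cells lay at 0.69, above its grey bar, which ends at 0.14.

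Past a 2-fold ratio at 100 CPM or more lay 3 genes in astrocyte-like, 15 in endothelial-like, 4 in mature oligodendrocyte-like and 8 in OPC-like cells. The endothelial-like count, 8 higher and 7 lower, was 100 with doublets kept (19 higher, 81 lower), 50 after thinning (35 higher, 15 lower), 22 with at least 1000 genes and 9 with cells weighted equally. In endothelial-like cells the highest were Cxcl10 (26.4 to 161 CPM, log2 ratio 2.59, but -0.75 in cells with at least 1000 genes), Clu (2.08) and mt-Tc (1.40), and the lowest were Vtn (-2.05, but -0.35 with cells weighted equally), Ttr (-1.69) and Hs3st1 (-1.10). Vtn and Ttr were highest in pericyte-like and choroid plexus-like cells, at 24376 and 310520 CPM in the DTR-negative library, and Clu was highest in astrocyte-like cells, at 7510 CPM. In astrocyte-like cells Gm42826 was higher (1.43) and Ubb (-1.11) and Ttr (-1.54) lower. In mature oligodendrocyte-like cells Hbb-bs (1.22) and mt-Atp6 (1.03) were higher and Ubb (-1.15) and Gstp1 (-2.15) lower. In OPC-like cells mt-Atp6 was also higher, and the haemoglobin genes Hbb-bt (-8.22), Hba-a1 (-7.30) and Hba-a2 (-6.39) were lower, where 1 DTR-negative cell held 16817 of the 16897 haemoglobin UMIs. In the last 500 bases of Ubb, mt-Atp6, Gstp1 and Hbb-bs, 73.7%, 99.3%, 37.7% and 56.1% of the 50-base stretches also occur in another gene, and in Hbb-bt, Hba-a1 and Hba-a2 64.5%, 91.1% and 88.3%, so the values of these genes are uncertain.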

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

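The tests in this part were chosen after the result was seen.

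Although the meningeal cells were sorted as CD4+ T cells, 169 of the 1956 kept barcodes in replicate 1, 8.64% (7.43 to 9.97), and 152 of 4429 in replicate 2, 3.43% (2.92 to 4.01), lay in clusters outside the CD4 T cells. These clusters enter no comparison, and a count of 0 would have allowed at most 0.188% and 0.0833%. By their leading genes they included a neutrophil and myeloid cluster (S100a9, Lyz2, with 22 and 76 barcodes), a stromal one (Dcn, Acta2, Col3a1, with 106 and 32), a B-lineage one (Cd79a, Jchain, with 9 and 35) and one with the goblet cell genes Muc2, Clca1 and Fcgbp (23 in replicate 1 alone). A UMI of Cd3d, Cd3e or Cd3g was also found in 91.8% of barcodes of the neutrophil and myeloid cluster, 95.5% of the B-lineage one, 69.6% of the goblet one and 56.5% of the stromal one, but no background share was measured, and in deep barcodes a single UMI can come from free RNA, so these shares do not show how many hold a T cell. If second cells from other hashtags of the pool had brought all of these barcodes, they would be at a small hashtag margin, but only 45.4% of them in replicate 2 stood at 2 to 5 times the next hashtag. Among CD4 T cells that share was 22.1% in replicate 2 and 13.3% in replicate 1, so second cells may account for part of the clusters, not for all. Other cells that passed the sort, alone or joined to a T cell of the same sample, cannot be told apart: in replicate 1, 37.9% stood at the small margin, and the median of 7062 UMIs does not separate these possibilities. The design gives no biological explanation to test.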

How the results depend on the processing

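The alternatives with a hashtag margin of 20, with cells of 2 or more TRB chains removed, without cluster 11 and without the richest 5 cells were chosen after the result was seen, as was the margin of 5 for expression and clonotypes. Choosing the hashtag by its labelled sequence gave no value. Where no cause is named, the cause was not tested.

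Fewer cells by construction remained at a margin of 5 (1654 in replicate 1 and 3413 in replicate 2), at a margin of 20 (1513 and 2611) and with at least 1000 genes (1627 and 1822). The mean Treg-like share of 27.3% rose to 30.5% without cluster 11, was 26.5% to 28.1% on leaving out a replicate and was lower under the other alternatives. It was 14.7% at a margin of 5, 13.1% at a margin of 20 after clustering again and 19.4% at that margin in the original clusters. It was 22.8% with at least 1000 genes, 21.2% with Scrublet doublets kept, 20.9% at resolution 0.5, 19.1% at resolution 2, 21.7% with each library clustered alone and 19.0% without cells of 2 or more TRB chains. It was 13.8% by Foxp3 UMI and 6.94% by Foxp3 UMI after thinning. The other meningeal class shares moved by more than 1 SD in 37 of 72 cases. The 72 include 6 values without replicate 1 and 6 without replicate 2, which cannot move that far, since either of 2 values lies within 1 SD of their mean.

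The count of genes between Foxp3-positive and Foxp3-negative cells, 0 with edgeR without a block, was 609 with the replicate block, 415 with the block at a margin of 20, 144 without a filter on low counts and 22 with DESeq2. It stayed at 0 with edgeR for thinned cells (314 genes at an unadjusted p under 0.05), Treg-like clusters (751), a margin of 5 (485) and a margin of 20 (502). In the self-test the fit without a block recovered 0% at the real replicate means, so its 0 reflects the difference between replicates that the block removes. Of 192 values for the named genes, 5 reversed. Ccr7 went from 0.69 to -0.42 after thinning, -0.36 at a margin of 20 and -0.36 with the block as well, with leave-one-out values from -0.16 to 1.22. Il17a, at 2.74, had leave-one-out values from -0.35 (without replicate 1) to 2.67.

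Treg-like cells in clonotypes of 2 or more cells rose to 10.98% by TRB alone, where clonotypes are coarser. Other CD4 T cells fell to 8.80% when the same number of cells was drawn, and the difference to 3.42 points, since fewer cells form fewer pairs. Sharing with other CD4 T cells was 7.88% by TRB alone, 5.55% by Foxp3 UMI and 5.81% at a margin of 5. Leave-one-out ranges were 5.59% to 9.01% and 12.2% to 19.2% for the classes, 6.58 to 10.1 points for the difference and 3.99% to 5.15% for sharing.

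Of the 48 alternatives for the main hippocampal shares, 44 stayed within the counting interval. As a share of cells other than mature oligodendrocyte-like ones, which removes that class from the denominator, the log2 ratio was 0.27 for astrocyte-like, 0.43 for OPC-like and -0.41 for endothelial-like cells. The endothelial-like ratio as a share of all cells was -0.45 with at least 1000 genes, a cut that depends on depth.

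The interferon-gamma list in endothelial-like cells rose to 1.01 with doublets kept, and in OPC-like cells went to -0.12 after thinning. In mature oligodendrocyte-like cells it was 0.0418 with at least 1000 genes, 0.0901 with doublets kept, 0.12 without the richest 5 cells and reversed to -0.0902 after thinning. The stress list reversed in astrocyte-like cells after thinning (0.19), in endothelial-like cells with doublets kept (0.0641) and in mature oligodendrocyte-like cells with cells weighted equally (0.0177). In the last class the neurogenic list reversed to 0.0442 without the richest 5 cells and the type I interferon list to -0.0410 with doublets kept. Thinned OPC-like cells gave no value for the type I list. Cxcl10 in endothelial-like cells reversed to -0.75 with at least 1000 genes, and it was the 1 reversal among 85 values for named hippocampal genes, of which 19 moved. Of the 60 values for lineage genes, 8 moved and 0 reversed. Thinning lowered the mean share of cells with a Foxp3 UMI from 13.8% to 6.94%, so depth limits which cells count as Foxp3-positive. Every hippocampal value rests on 1 library per group.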

Other observations

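The tests in this part were chosen after the result was seen.

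The small hashtag margin went with Treg-like clusters and Foxp3 UMIs in both meningeal libraries. Deeper sequencing of these barcodes is argued against by the thinned cells: at 1000 UMIs, a Foxp3 UMI was found in 11.4% of replicate 1 cells at a margin of 2 to 5 and in 2.94% at a margin of 20 or more, and in 12.2% against 8.29% in replicate 2. Stray hashtag molecules on single cells would leave the share with 2 or more TRB chains alike at every margin, but it was 29.2% at the small margin in replicate 2 against 6.32% at the large one. A second cell of another sample in the droplet would raise that share, and in replicate 1 it was 49.0% against 4.33%. A candidate explanation is therefore that part of these barcodes hold a second T cell from another sample of the pool. Barcodes at the small margin with 1 TRB chain were still Treg-like in 74.3% and 43.9% of cases, so the TRB count does not remove the pattern. The other hashtags' samples are not named in the labels used here, so no biological explanation was tested.

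Goblet cell genes were also found in CD4 T cells of replicate 1. Agr2 was found in 19.9% of CD4 T cells and Spink4 in 20.4%, at a median of 3023 UMIs, and 8 such genes together made up 204 CPM. In replicate 2 the 8 genes had 0 UMIs in 4277 CD4 T cells at a median of 1723 UMIs, which limits how often they were detected, not how many cells carry them. A second cell of another sample is argued against by Spink4, still found in 19.2% of cells at a hashtag margin of 20 or more. That margin cannot show a second cell of the same sample. A whole goblet-like cell would bring many UMIs, but only 0.112% of CD4 T cells (2 of 1787) held at least 10 UMIs of the 8 genes, and cells with any held a median of 1. In the cluster led by these genes, 43.5% of cells held at least 10. Free RNA in the library would give a like share at that margin, and Agr2 was found in 19.96% of those cells, so free RNA from goblet-like cells may be the source. No biological explanation was tested.

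Cluster 11, named Th1-like, expressed natural killer receptor genes. Of its cells with a TRA chain, 76.3% (58 of 76, 65.2 to 85.3) in replicate 1 and 65.5% (254 of 388, 60.5 to 70.2) in replicate 2 had the TRAV11-TRAJ18 rearrangement of invariant natural killer T cells, against 5.52% and 11.6% in the other CD4 T clusters. The rearrangement was not confined to cluster 11: in replicate 2 it was found in 24.6% (139 of 565) of the other Th1-like cells and 29.3% (24 of 82) of cycling cells. Zbtb16 stood at 44.3 against 6.20 CPM in replicate 1 and 44.1 against 12.7 CPM in replicate 2, and Cd4 at 46.9 against 228 CPM and 93.3 against 240 CPM. Many cells of this cluster may thus be invariant natural killer T cells. Without the cluster the Treg-like share was 29.8% and 31.2%.

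Foxp3 itself was lower in Treg-like cells of replicate 1, from Foxp3-GFP mice, than of replicate 2. At a hashtag margin of 20 or more it stood at 184 CPM (108 UMIs) against 434 CPM (366 UMIs), a log2 ratio of -1.24 (-1.56 to -0.93). Fewer true Treg cells among these cells would lower the other Treg markers too. The median log2 ratio of 7 of them was 0.32, with a range from -0.28 for Il2ra to 0.62 for Capg. These markers also named the clusters, so their level cannot exclude fewer true Treg cells. Cluster 1 held 117 of the 266 cells in replicate 1 and 209 of 529 in replicate 2. Of 2 genes that are not Treg markers, Actb stood at -0.68 and Cd3e at 0.01. Lower depth is argued against, since these replicate 1 cells held more UMIs, a median of 1919.5 against 1342. Fewer true Treg cells, the Foxp3-GFP allele, which the design names, and any other difference between the libraries cannot be told apart. With 1 library of each kind, the -1.24 is a single comparison.

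Some genes moved alike in all 4 hippocampal classes with at least 200 cells per library. Of 3556 genes with at least 60 counts per class, 15 had a log2 ratio of -0.6 or lower in every class and 3 of 0.6 or higher. Transcript length stays open: of genes under 1000 bases, 2.18% (6 of 275) were lower in every class, against 0.274% (9 of 3281) of the others. Among genes with under 50% shared sequence these were 1.19% (3 of 252) and 0.246% (8 of 3249). The median log2 ratio of short genes was nevertheless the higher one in each class, by 0.0302 to 0.12, so length and other properties of these few genes cannot be told apart. Sequence shared between genes, which makes counts depend on how reads of near-identical copies were assigned, would concentrate the shifts in genes with copies. Of the 53 genes with at least 50% shared sequence, 7.55% were lower in every class, against 0.314% of the rest, and 2 of the 3 higher genes were among the 53. Read assignment between copies could explain part of the shifts only if it differed between the 2 libraries. Both were counted with Cell Ranger 6.1.0 over the same gene IDs, and no other difference in their reads was examined. Of the 15 lower genes, 11 had under 50% shared sequence, and Pfn1, Mir6236, Ttr and Gm42826, chosen after their values were seen, share none. The loss of Treg cells, which the design names, would move genes in several classes as well. It and the preparation of each library cannot be told apart with 1 library per group, whatever the rank correlation of ratios between classes, which across genes reached 0.61.

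Ttr was lower in cells outside the choroid plexus class, at 115 CPM in the DTR-negative and 24.6 CPM in the DTR-positive library. Free RNA from choroid plexus-like cells would follow that class's part of the library, 6143 and 1686 CPM (log2 ratio -1.87), and the log2 ratio outside it was -2.23 (-2.34 to -2.12), or -1.70 (-1.81 to -1.59) without the 5 cells richest in Ttr in each library. By class, that second ratio was -1.52 in astrocyte-like, -1.87 in endothelial-like, -1.72 in mature oligodendrocyte-like and -2.02 in OPC-like cells, where all cells had given -3.56. Of other genes of the class, Folr1 was lower outside it (-1.88, -4.30 to -0.08, on 16 and 3 UMIs, against -1.23 for the class's part) and Kl was not resolved (-0.55, -1.87 to 0.67). Kcnj13 (-0.09, -0.68 to 0.49), Prlr (0.17, -0.60 to 0.92) and Enpp2 (0.02) did not follow. At the proportion seen for Ttr in the DTR-negative library, free RNA would give only 0.219 of the 1.37 CPM of Kcnj13, 0.145 of the 0.746 CPM of Prlr and 2.57 of the 1287 CPM of Enpp2 outside the class, so these genes decide little. Free RNA may thus explain part of the Ttr changes. The choroid plexus share itself, with a log2 ratio of -1.82, and the tissue taken at dissection cannot be told apart from an effect of Treg depletion, since each group is 1 library.

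The interferon-gamma list was higher in DTR-positive endothelial-like cells, and 5 technical explanations were tested. Without the 5 cells richest in the list's UMIs in each library, the median log2 ratio was 0.57, which argues against a few cells. After thinning to equal depth it was 0.78, over the deeper part of the class alone: 244 of 507 DTR-negative and 125 of 370 DTR-positive cells had enough UMIs. Random lists matched on transcript length reached no more than 0.13 at the upper end of their central 95%. Over the 19 genes with under 10% shared sequence the median was 0.75, with 18 above 0. Free RNA would add a like amount of the list to every class. Endothelial-like cells gained 2465 CPM, more than any other class of the DTR-positive library held in all, the highest being fibroblast-like cells at 1059 (820 in the DTR-negative library). The list sum also rose from 130 to 170 CPM in neuroblast-like and from 131 to 167 in choroid plexus-like cells, stood at 325 and 326 in astrocyte-like and 412 and 399 in OPC-like cells, and fell from 961 to 689 in pericyte-like cells. What stays open is the animals pooled or the preparation of the 2 libraries: with 1 library per group, these and Treg depletion cannot be told apart as sources of the 0.69. A response of endothelial cells to interferon-gamma after Treg depletion may be a hypothesis for replicated data. In mature oligodendrocyte-like cells the median of the same list was 0.12 without the 5 cells richest in it, where 10 of the 14 genes were left. Those cells held 6.07% of the list's UMIs in the DTR-negative and 9.95% in the DTR-positive library. The list may thus rest partly on a few cells, but their loss and that of the genes cannot be told apart. The lower haemoglobin genes of DTR-positive OPC-like cells rested on a single cell, which held 99.5% of the haemoglobin UMIs of the DTR-negative class and may be a droplet with a red blood cell.

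Small checks gave 6 and 7 cells with a Ptprc UMI in the hippocampal libraries and 4 and 0 cells with at least 2 T or natural killer cell markers. In the meninges, Ddx3y was present in both replicates (56.2 and 58.1 CPM), with 13 and 0 UMIs of Xist.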
